# Modulation of nuclear REST by alternative splicing: a potential therapeutic target for Huntington's disease

**DOI:** 10.1111/jcmm.13209

**Published:** 2017-05-19

**Authors:** Guo‐Lin Chen, Qi Ma, Dharmendra Goswami, Jianyu Shang, Gregory M. Miller

**Keywords:** REST/NRSF, alternative splicing, nuclear translocation, gene therapy, Huntington's disease, antisense oligos, Syn‐1, Stmn2, PPARγ

## Abstract

Huntington's disease (HD) is caused by a genetically mutated huntingtin (mHtt) protein with expanded polyQ stretch, which impairs cytosolic sequestration of the repressor element‐1 silencing transcription factor (REST), resulting in excessive nuclear REST and subsequent repression of neuronal genes. We recently demonstrated that *REST* undergoes extensive, context‐dependent alternative splicing, of which exon‐3 skipping (∆E_3_)—a common event in human and nonhuman primates—causes loss of a motif critical for REST nuclear targeting. This study aimed to determine whether ∆E_3_ can be targeted to reduce nuclear REST and rescue neuronal gene expression in mouse striatal‐derived, mHtt‐expressing STHdh^Q111/Q111^ cells—a well‐established cellular model of HD. We designed two morpholino antisense oligos (ASOs) targeting the splice sites of *Rest* E_3_ and examined their effects on ∆E_3_, nuclear Rest accumulation and Rest‐controlled gene expression in STHdh^Q111/Q111^ cells. We found that (1) the ASOs treatment significantly induced ∆E_3_, reduced nuclear Rest, and rescued transcription and/or mis‐splicing of specific neuronal genes (*e.g. Syn1* and *Stmn2*) in STHdh^Q111/Q111^ cells; and (2) the ASOs‐induced transcriptional regulation was dependent on ∆E_3_ induction and mimicked by siRNA‐mediated knock‐down of *Rest* expression. Our findings demonstrate modulation of nuclear REST by ∆E_3_ and its potential as a new therapeutic target for HD and provide new insights into environmental regulation of genome function and pathogenesis of HD. As ∆E_3_ is modulated by cellular signalling and linked to various types of cancer, we anticipate that ∆E_3_ contributes to environmentally tuned REST function and may have a broad range of clinical implications.

## Introduction

Originally identified as a transcriptional repressor of neuronal genes, the repressor element‐1 silencing transcription factor (REST, also named NRSF for neuron‐restrictive silencing factor) is now recognized as a coordinate transcriptional and epigenetic regulator that orchestrates cellular epigenome 1, 2. REST contains a DNA‐binding domain consisting of eight zinc fingers (ZFs), which is sandwiched by two repression domains capable of recruiting numerous transcriptional and epigenetic cofactors, through which REST promotes dynamic, context‐dependent chromatin remodelling and repression or activation of thousands of genes 2, 3. As such, REST controls many cellular processes fundamental to normal physiology and pathological conditions and is implicated in a wide range of human diseases including cancer and neurodegenerative diseases.

The physical separation of the genome from cytoplasm by nuclear envelope in eukaryotic cells requires translocation of REST from cytoplasm to nucleus to modulate genome function. It was documented that ZF‐5 is critical for REST nuclear targeting 4, 5 and that altered nuclear REST is implicated in adenovirus‐induced cell transformation 6, ageing and neurodegenerative diseases including Huntington's and Alzheimer's diseases (HD and AD) 7, 8. Notably, a protein named huntingtin (Htt) associates with REST through a cytoskeletal complex which prevents nuclear translocation of REST; however, Htt is mutated in HD, leading to impaired cytosolic sequestration of REST and excessive accumulation of nuclear REST, which in turn represses neuronal genes important for the maintenance and function of specific neurons 8, 9, 10. Accordingly, rescue of neuronal gene expression through modulation of REST activity has been suggested as a therapeutic strategy for HD 11, 12.

As a multi‐exonic gene, *REST* undergoes alternative splicing, a cotranscriptional process which enables a single gene to produce multiple mRNA and protein variants, with an N‐terminal REST4 isoform having been well documented 8, 13. Recently, we identified 45 *REST* mRNA splice variants with highly context‐dependent expression, suggesting an underappreciated role of alternative splicing in modulation of REST function 14. Particularly, skipping of exon‐3 (∆E_3_), a common splicing event which eliminates ZF‐5 critical for REST nuclear targeting, is linked to cancer and modulated by pioglitazone—a highly selective activator of the peroxisome proliferator‐activated receptor gamma (PPARγ) exerting biological actions overlapping with REST 15, 16, 17. Hence, we suggested that ∆E_3_ may act as an endogenous, manipulable modulator of REST activity, and it may be targeted to treat HD related to REST dysfunction.

To test this hypothesis, we determined whether manipulation of ∆E_3_ alters nuclear REST and neuronal gene expression in a cell model of HD. We designed two antisense oligos (ASOs) targeting the splice sites of *Rest* E_3_ and examined their effects on ∆E_3_, nuclear Rest and neuronal gene expression in STHdh^Q111/Q111^ cells. We demonstrated that treatment of STHdh^Q111/Q111^ cells with the ASOs significantly induced ∆E_3_, reduced nuclear Rest and rescued transcription and/or mis‐splicing of specific neuronal genes and that the ASOs‐induced transcriptional regulation was dependent on ∆E_3_ induction while mimicked by siRNA knock‐down of Rest. Our findings validate ∆E_3_ as a modulator of nuclear REST and a potential therapeutic target for HD and provide new insights into HD pathogenesis.

## Materials and methods

### Cell culture and treatment

STHdh^Q7/7^ and STHdh^Q111/111^ cells (Coriell Institute, Camden, NJ, USA) were cultured in advanced DMEM (Invitrogen, Carlsbad, CA, USA) supplemented with 10% heat‐inactivated FBS, 1% penicillin/streptomycin and 200 μg/ml G418 (Invitrogen) at 33°C in a 5% CO_2_ incubator. The two cell lines were established from knock‐in transgenic mice containing humanized *Htt* exon 1 with seven and 111 polyQ repeats, respectively, of which STHdh^Q111/Q111^ is a well‐established cell model of HD 18, 19, 20, 21. Passages 3‐9 of the cells were used for all experiments.

For ASOs treatment, 3 μM of morpholino ASOs (I_2_E_3_ and E_3_I_3_, alone or combined) or a control oligo (Gene Tools, Philomath, OR, USA) were delivered into cells using 6 μM of Endo‐Porter (Gene Tools). For RNAi experiment, 10 nM of 27mer Rest (mouse) siRNAs (siRNA‐1 and ‐2) or a negative siRNA (OriGene, Rockville, MD, USA) were transfected into cells using siTran 1.0 Transfection Reagent (OriGene). Cells were harvested for various analyses at 48 hrs post‐treatment, and experiments were performed in duplicate on three independent occasions.

### Immunofluorescence confocal microscopy and image analysis

Two widely used anti‐REST antibodies, sc‐25398 (Santa Cruz, Dallas, TX, USA) and ab21635 (Abcam, Cambridge, MA, USA), were employed to perform immunocytochemistry (ICC). Briefly, cells cultured on poly‐D‐lysine‐coated coverslips were treated with ASOs (I_2_E_3_ + E_3_I_3_) or a control oligo. After 48‐hr incubation, cells were fixed with 4% paraformaldehyde, permeabilized with 0.3% Triton X‐100 and incubated with sc‐25398 (1:100) or ab21635 (1:200), followed by incubation with a goat anti‐rabbit secondary antibody conjugated with Alexa dye (1:500; Invitrogen). Nuclei were stained with Hoechst‐33342 (Thermo Scientific, Waltham, MA, USA), and cells were mounted on glass slides.

For confocal microscopy, image stacks along the *z*‐axis were acquired using a Leica TCS SP5 Spectral Confocal Microscope (Leica Microsystems, Cambridge, UK). Image acquisition settings were kept the same for all scans in the same experiment group when fluorescence intensity was compared. Images were analysed using ImageJ program (NIH). Fluorescence intensities measured as integrated pixel intensities were determined for the entire cell and its nucleus area, respectively. Nucleus percentage of fluorescence intensity was calculated for each cell, and values of 100 cells in each group were averaged and presented as Mean ± S.E.M. All groups to be compared were run simultaneously using cells from the same culture preparations.

### RNA isolation and cDNA synthesis

Total RNA was extracted using Trizol^®^ reagent (Invitrogen) and reverse transcribed into cDNA using Superscript™ III reverse transcriptase and oligo‐dTs (Invitrogen). To avoid DNA contamination, samples were treated with RQ1 RNase‐free DNase I (Promega, Madison, WI, USA) for 1 hr at 37°C. Synthesized cDNA was diluted to 50 ng/μl for use.

### Polymerase chain reaction (PCR)

For detection of ∆E_3_, nested PCR was performed as previously described 14 in a MJ Research PTC‐200 Peltier Thermal Cycler using Rest‐E_1_F_2_/E_4_R_3_ and Rest‐E_2_F_2_/E_4_R_1_ (or ‐E_1_F_1_/E_4_R_1_) (Table 1) as the primer set for 1st‐ and 2nd‐round amplification, respectively. PCR with Syn1‐E_7_F_1_/E_9_R_1_ was performed to verify Syn1 variants with/‐out intron‐8 (I_8_). PCR products were electrophoresed on 2% agarose gel, excised, purified and sequence verified. DNA sequencing was serviced by Functional Biosciences (Madison, WI, USA).

**Table 1:**
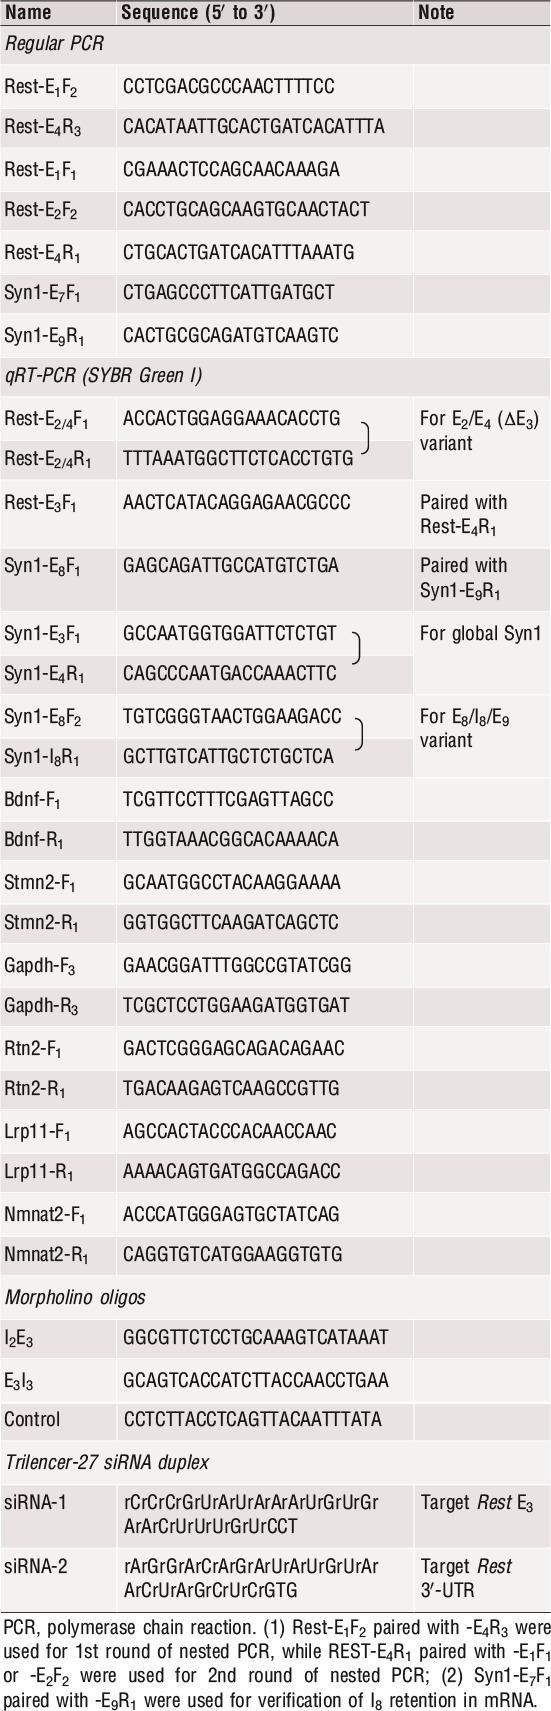
Oligos used for PCR, ∆E_3_ manipulation and RNAi

### Quantitative real‐time PCR (qRT‐PCR)

SYBR Green qRT‐PCR for *Bdnf*,* Stmn2*,* Syn1*,* Gapdh, Nmnat2, Lrp11, Rtn2* and specific *Rest* variants was performed using primers listed in Table 1 in a Roche LightCycler 2.0 system (Roche Diagnostics, Indianapolis, IN, USA) as previously described 14. The unique amplicon was verified for each assay, and the threshold cycle (C_t_) values were used to evaluate expression change between groups using the 2^−ΔΔCt^ approach 22 with *Gapdh* as the reference.

### Transcriptional profiling

Three total RNA samples of high quality (RNA integrity number: 8.6–9.4) isolated from cells treated with ASOs (I_2_E_3_ + E_3_I_3_) (Q111‐ASOs) or a control oligo (Q111‐ and Q7‐Control) were transcriptionally profiled by the Affymetrix's GeneChip^®^ Mouse Gene 2.0 ST Array serviced by EpigenDx (Hopkinton, MA, USA). Pairwise comparisons of expression between the samples were performed by analysis of variance (anova) using the Partek^®^ Genomic Suite^®^ software (St. Louis, MO, USA). The heat map was generated by hierarchical clustering of expression values using the genes generated by anova comparisons between the samples. The mean expression is shifted to 0 and scaled to a S.D. of 1.

### Western blotting for Stmn2

Cytoplasmic protein fraction was extracted using NE‐PER^®^ Nuclear and Cytoplasmic extraction reagents (Thermo Scientific), and protein concentration was determined by Bradford assay. The same amount (40 μg) of protein was boiled with 2× Laemmli buffer, electrophoresed on a 10% SDS‐PAGE gel and electrotranslocated onto an Immun‐Blot PVDF membrane (Bio‐Rad, Hercules, CA, USA) presoaked in methanol. The membrane was blocked with 5% non‐fat milk and incubated with a goat anti‐STMN2 (SAB2500997) (Sigma‐Aldrich, St Louis, MO, USA) at 1:500 overnight at 4°C, followed by incubation with a rabbit anti‐goat IgG (A5420; Sigma‐Aldrich) at 1:2500 for 1 hr at room temperature. Gapdh was blotted as a loading control using a mouse anti‐GAPDH (TA802519; OriGene) and a rabbit antimouse IgG (A9044; Sigma‐Aldrich). Immunoreactive signals were detected using the VisiGlo™ Select HRP Chemiluminescent Substrate Kit (Amresco, Solon, OH, USA) with an ECL‐based LAS‐3000 image system (Fujifilm, Life Science, New Haven, CT, USA). Densitometric analysis was carried out using ImageGauge (Fujifilm). Assays were performed on three independent occasions.

### ELISA for Bdnf

Cells were lysed using the lysis buffer consisting of 10% glycerol, 25 mM Tris‐HCl (pH 7.5), 150 mM NaCl, 1% Triton X‐100, 5 mM EDTA and 1 mM EGTA supplemented with 1:100 Halt™ Protease Inhibitor cocktail (Thermo Scientific). Samples were homogenized, sonicated and centrifuged at maximum speed for 10 min. at 4°C, and the supernatants were collected and stored at −80°C. Samples were assayed using a mouse Bdnf ELISA Kit (Boster, Fremont, CA, USA). Assays were performed in triple on three independent occasions.

### Bioinformatics and data analysis

Bioinformatics were performed by checking specific tracks provided by the UCSC Genome Browser (http://genome.ucsc.edu). Statistics were carried out using the SAS Software Version 9.4 (SAS Institute Inc., Cary, NC, USA). Comparisons of nuclear REST percentage and mRNA/protein expression level between different groups were performed by appropriate anova or Student's *t‐*test.

## Results

### Induction of ∆E_3_ by ASOs targeting the splice sites of E_3_

We designed two ASOs (I_2_E_3_ and E_3_I_3_, Fig. 1A) targeting the splice acceptor and donor sites of *Rest* E_3_, respectively. As shown in Figure 1B, both ASOs induced ∆E_3_ in STHdh^Q7/Q7^ and STHdh^Q111/Q111^ cells, as indicated by formation and up‐regulation of the E_2_/E_4_ (∆E_3_) and E_1_/E_4_ (∆E_2_ + ∆E_3_) variants, respectively, as well as apparent reduction of E_3_‐retained variants (E_2_/E_3_/E_4_ and E_1_/E_3_/E_4_). In both STHdh^Q7/Q7^ and STHdh^Q111/Q111^ cells, based on the ratio of variants with/‐out ∆E_3_, E_3_I_3_ induced more ∆E_3_ than I_2_E_3_, while combination of the two ASOs yielded the most ∆E_3_ induction, such is validated by qRT‐PCR‐assayed expression of the E_2_/E_4_ variant (Fig. 1C) using primer set *Rest*‐E_2/4_F_1_/R_1_ listed in Table 1. The ASOs also induced ∆E_3_ in mouse primary hippocampal neurons (implying a potential *in vivo* effect), along with cells of other species including human NCCIT and rat RN46A cells (Fig. S1A), which may be explained by the highly conserved intron–exon junctions of E_3_ as indicated by the ‘Vertebrate Multiz Alignment & Conservation’ track from the UCSC Genome Browser (data not shown).

**Figure 1:**
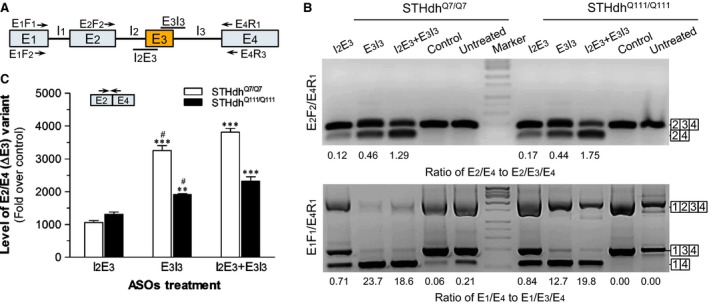
Induction of *Rest* ∆E_3_ by specific ASOs in STHdh^Q7/Q7^ and STHdh^Q111/Q111^ cells. (**A**) Schematic structure of Rest gene and targeted splicing sites of the two ASOs (I_2_E_3_ and E_3_I_3_). Primers used for polymerase chain reaction (PCR) detection of ∆E_3_ are shown by arrows. (**B**) PCR verification of ASOs‐induced ∆E_3_. Cells treated with the ASOs (I_2_E_3_ and/or E_3_I_3_, 3 μM of each) or a control oligo were harvested for RNA isolation at 48 hrs post‐treatment. Nested PCR was performed with E_1_F_1_/E_4_R_3_ and E_2_F_2_/E_4_R_1_ (or E_1_F_1_/E_4_R_1_) as the primer set for the 1st‐ and 2nd‐round amplification, respectively. Amplicons were sequence verified, and ratio of the variants with/‐out ∆E_3_ for each lane was analysed by GeneTools software (Syngene, Cambridge, UK). (**C**) Relative expression of the E_2_/E_4_ (∆E_3_) mRNA assayed by qRT‐PCR with E_2/4_F_1_/R_1_. The E_2_/E_4_ mRNA levels were expressed as folds over the control using *Gapdh* as the reference. Data are shown as Mean ± S.E.M. anova:* F* = 165.54, *P* < 0.0001 for STHdh^Q7/Q7^; *F* = 32.76, *P* = 0.0006 for STHdh^Q111/Q111^. **P < 0.01, ***P < 0.001 compared with I_2_E_3_ group; ^#^ *P* < 0.05 compared with I_2_E_3_ + E_3_I_3_ group.

### ASOs‐induced reduction of nuclear Rest in STHdh^Q111/Q111^ cells

To examine whether the ASOs reduced nuclear Rest in STHdh^Q111/Q111^ cells, we performed ICC with two antibodies (sc‐25398 and ab21635) against the N‐ and C‐terminal of REST, respectively. As shown in Figure 2 and Figure S2, regardless of the antibody, accumulation of nuclear Rest was significantly higher in STHdh^Q111/Q111^ than that in STHdh^Q7/Q7^, while ASOs treatment (I_2_E_3_ + E_3_I_3_) significantly reduced nuclear Rest in STHdh^Q111/Q111^ cells. ASOs‐induced reduction in nuclear Rest was also observed in RN46A as indicated by ICC (Fig. S1B).

**Figure 2:**
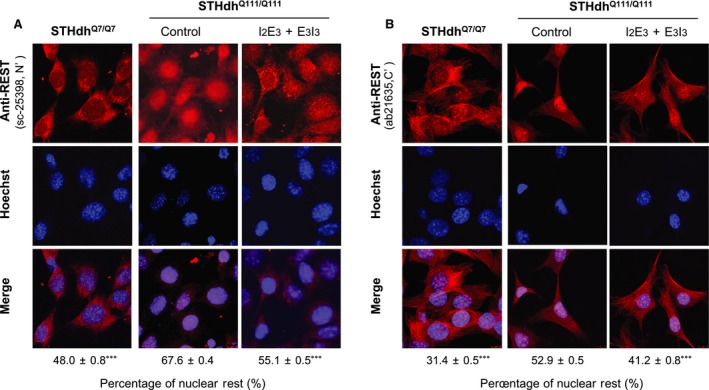
Immunofluorescence analysis of STHdh^Q7/Q7^ and STHdh^Q111/Q111^ cells with or without ASOs treatment. ICC was performed on with P3 and P6 cells using the antibody sc‐25398 **(A)** and ab21635 **(B)** against N‐ and C‐terminal of REST, respectively. Note that the two ASOs were combined for the treatment. Percentage of nuclear REST was analysed by ImageJ, and values of 100 cells were averaged for each group and shown as Mean ± S.E.M. ***P < 0.001 compared with the control STHdh^Q111/Q111^ group by Student's *t*‐test.

### ASOs‐induced transcriptional derepression of Rest target genes in STHdh^Q111/Q111^ cells

We then determined the effect of ASOs treatment on transcription of three well‐documented REST target genes, *Bdnf*,* Syn1* and *Stmn2* (also named *Scg10*), in STHdh^Q111/Q111^ cells. To evaluate the relevance of ASOs‐induced transcriptional regulation to altered Rest activity, we also examined regulation of the genes by two *Rest* siRNAs. As shown in Figure 3A, we found that (1) transcription of the three genes (especially *Stmn2*) was repressed in STHdh^Q111/Q111^ compared with STHdh^Q7/Q7^; (2) the ASOs treatment increased transcription of the genes depending on ∆E_3_ induction (I_2_E_3_ < E_3_I_3_ < I_2_E_3_ + E_3_I_3_); that is, ∆E_3_ exerts a dose‐dependent rescue of gene transcription; (3) ASOs‐induced transcriptional regulation was mimicked by two different siRNAs which reduced Rest mRNA expression by ~70% as assayed by qRT‐PCR with Rest‐E_3_F_1_/E_4_R_1_; and (4) compared with *Bdnf, Stmn2* and *Syn1* showed greater repression in STHdh^Q111/Q111^ and more derepression by ASOs/siRNAs.

**Figure 3:**
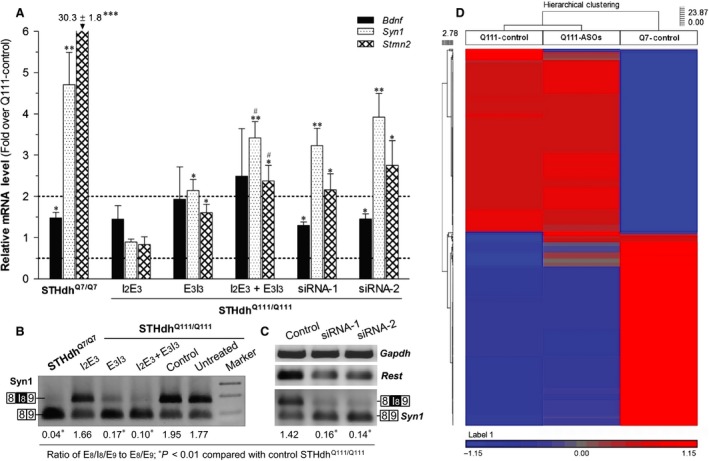
Comparison of REST‐controlled gene transcription between STHdh^Q7/Q7^ and STHdh^Q111/Q111^ cells with or without ASOs and siRNA treatment. (**A**) Transcriptional regulation of *Bdnf*,* Syn1* and *Stmn2* by ASOs and siRNAs. qRT‐PCR‐assayed mRNA levels of the genes were expressed as fold over the control STHdh^Q111/Q111^ and shown as Mean±SEM (*n* = 3). *P < 0.05, **P < 0.01, ***P < 0.001 compared with STHdh^Q111/Q111^ treated with a control oligo or non‐specific siRNA;. ^#^ *P* < 0.05 compared with the E_3_I_3_ group. (**B)** Syn1 mis‐splicing of in STHdh^Q7/Q7^ and STHdh^Q111/Q111^ cells with/‐out ASOs treatment. (**C)** Rescue of Syn1 mis‐splicing by Rest siRNAs. Note that amplicons shown for (**B**) and (**C**) were products of qRT‐PCR with Syn1‐E_8_F_1_/E_9_R_1,_ Rest‐E_3_F_1_/E_4_R_1_ and Gapdh‐F_3_/R_3_. Ratio of the two Syn1 variants with/‐out I_8_ was assessed by GeneTools software (Syngene) and averaged for three occasions. (**D)** Comparison of transcriptome between STHdh^Q7/Q7^ and STHdh^Q111/Q111^ with/‐out ASOs treatment. Three RNA samples (Q111‐Control, Q111‐ASOs and Q7‐Control) were transcriptionally profiled, and hierarchical clustering analysis of expression values was carried out using the genes generated by anova comparisons between the samples.

Unexpectedly, we identified a new *Syn1* splice variant (*Syn1‐S*, GenBank Accession No. KJ174470) with I_8_ retention during verification of qRT‐PCR product for Syn1‐E_8_F_1_/E_9_R_1_. As shown in Figure 3B and C, we found that *Syn1‐S* was abundantly expressed in STHdh^Q111/Q111^ but barely in STHdh^Q7/Q7^, while its expression in STHdh^Q111/Q111^ was decreased by ASOs treatment in relation to ∆E_3_ induction and that the ASOs‐induced rescue of Syn1 mis‐splicing was mimicked by *Rest* siRNAs. Notably, I_8_ retention is predicted to introduce a pre‐mature stop codon and therefore predictive of a truncated N‐terminal Syn1‐S protein isoform missing partial domains and phosphorylation sites.

To determine whether additional genes were transcriptionally derepressed by the ASOs, we performed gene expression array to compare global transcription between three representative samples (Q111‐Control, Q111‐ASOs and Q7‐Control; GEO Accession No. GSE77194). 

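STHdh cells are immortalized striatal progenitor cells from knock-in mice, whose Htt alleles carry 7 (STHdhQ7/Q7) or 111 (STHdhQ111/Q111) glutamine repeats. Total RNA was profiled from 1 sample each of Q7-Control, Q111-Control and Q111-ASOs on Affymetrix Mouse Gene arrays, which read the signal of a gene from probes along its whole transcript. Cells had been treated for 48 h, with each of the ASOs at 3 μM and the delivery reagent Endo-Porter at 6 μM. The deposited values are log2 signals that the authors made with Partek software, and the normalization and summarization settings are not given in the sources used here. Each array has 41345 rows, with a median log2 signal of 5.97 in Q7-Control, 6.03 in Q111-Control and 6.00 in Q111-ASOs. Of these rows, 23521 carry 1 gene symbol, 1814 carry several and 16010 have no gene listed in the annotation used here. Values were used as deposited. Rows with 1 symbol were reduced to 22180 genes by keeping, for each gene, the row with the highest mean signal, and rows with several symbols were not named. Differences between arrays were taken on the log2 scale, and a gene was counted when it differed by more than 2-fold, the criterion of the paper. With 1 array per condition the differences have no replicate check, no p-value was calculated, and the number of arrays limits the precision of every value. Both comparisons use the same Q111-Control array and therefore share its error.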

As shown in Figure 3D and Table 2, global transcription differed significantly between STHdh^Q7/Q7^ and STHdh^Q111/Q111^ cells, while repression of numerous genes in STHdh^Q111/Q111^ was derepressed, at least in part, by ASOs treatment (I_2_E_3_ + E_3_I_3_). 

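Between the cell lines, 562 of 22180 genes were over 2-fold higher in Q7-Control than in Q111-Control and 451 were over 2-fold lower. Genes with the highest Q7/Q111 fold were Rgs16, a regulator of G-protein signalling, at 67.8-fold, the retinoic acid-binding protein gene Crabp1 at 51.1-fold and the teneurin gene Tenm3 at 28.4-fold. The progenitor transcription factor gene Sox2 was 20.7-fold higher and the intermediate filament gene Nes 17.5-fold higher in Q7-Control. In the opposite direction, Aspn, which encodes a small extracellular matrix proteoglycan, was 101-fold higher in Q111-Control, the transcription factor gene Sim2 79.9-fold, the aminopeptidase gene Enpep 56.8-fold and the interferon-induced gene Ifit1 41.1-fold. The Q7-Control signals of Aspn, Sim2, Enpep and Ifit1 (log2 5.82, 5.36, 4.96 and 6.16) and the Q111-Control signals of Rgs16, Tenm3 and Nes (5.41, 5.21 and 6.08) were below the median of all genes, 6.55. No background level was measured for them here, so these folds are lower bounds at best and their order is not settled. With ASOs, 23 genes were over 2-fold higher than in Q111-Control and 6 were over 2-fold lower. Over all rows, those with no listed gene included, 728 were higher and 1170 lower in Q7-Control, and 182 higher and 160 lower with ASOs. All of the 23 genes, and none of the 6, had a mean signal at or above the median of all genes. Rest itself had a log2 signal of 9.16 in Q7-Control, 9.16 in Q111-Control and 9.33 in Q111-ASOs. The arrays read the whole transcript, so this signal does not separate Rest mRNA with and without the exon targeted by the ASOs.
Across genes, the SD of the log2 difference was 0.50 between Q7-Control and Q111-Control and 0.13 between Q111-ASOs and Q111-Control. In both comparisons 16 genes were over 2-fold higher, while independent lists of these sizes would share 0.58 genes. Simulated unchanged arrays that share a control gave 5.66 such genes on average and 13 at most in 200 simulations. Their noise was drawn from the ASOs/Ctrl differences, so any ASOs effect in them raises the simulated count. Part of the excess may come from the shared array, and how much is not settled. From the clustering in Fig. 3D and the folds in Table 2, the paper concludes that transcription differed between the cell lines and that repression of numerous genes in STHdhQ111/Q111 was in part relieved by the ASOs.

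**Figure D1:**
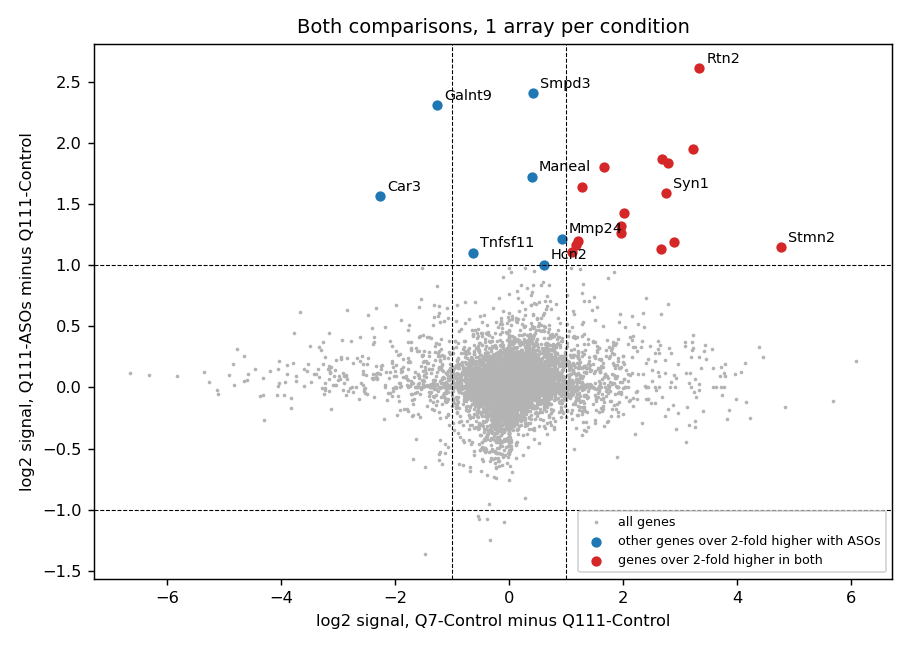
Log2 signal of Q7-Control minus Q111-Control (x axis) against Q111-ASOs minus Q111-Control (y axis) for 22180 genes, 1 point per gene and 1 array per condition, with dashed lines at 2-fold. The 16 genes over 2-fold higher in both comparisons are red, and the 7 other genes over 2-fold higher with ASOs are blue.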

With a twofold change as the criteria for significance, the transcriptional data well supported the qRT‐PCR assayed *Stmn2* and *Syn1* expression change and extended ASOs‐induced transcriptional derepression to another 15 genes (*Sarm1, Nmnat2, Kcnk3, Stmn3, Gnptg, H2‐T23, Ppm1e, Fbxl16, Lrp11, Ina, Gdap1 l1, Unc13a, Vgf, Rundc3a* and *Rtn2*), of which *Nmnat2, Lrp11* and *Rtn2* were selectively confirmed by qRT‐PCR with additional samples (data not shown).

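Stmn2, the regulator of microtubule stability, had a log2 signal of 11.13 in Q7-Control, 6.36 in Q111-Control and 7.51 in Q111-ASOs, which is 27.3-fold for Q7/Q111 and 2.22-fold for ASOs/Ctrl. Syn1, a synaptic vesicle phosphoprotein gene, had 9.55, 6.80 and 8.39, or 6.70-fold and 3.01-fold. Among the genes of Table 2, the highest ASOs/Ctrl fold was that of Rtn2, an endoplasmic reticulum protein gene, at 6.12-fold, with a Q7/Q111 fold of 10.0. Rundc3a (3.87-fold), Vgf (3.66-fold), Unc13a (3.58-fold) and Lrp11 (3.49-fold) followed for ASOs/Ctrl, with Q7/Q111 folds of 9.32, 6.42, 6.84 and 3.18. Lrp11 has more than 1 row, and the mean of its rows gives log2 differences of 0.92 for Q7/Q111 and 1.01 for ASOs/Ctrl. The NAD synthesis gene Nmnat2 was 6.34-fold higher in Q7-Control and 2.19-fold higher with ASOs, and Sarm1, which acts in axon degeneration, 2.14-fold and 2.15-fold. Ina, a neuronal intermediate filament gene, had a log2 signal of 7.80 with ASOs, above its 7.43 in Q7-Control. Gnptg and H2-T23 had exactly equal values in Q7-Control and Q111-ASOs, 10.08 and 7.53. They were the 2 genes equal on that pair among the 562 over 2-fold higher in Q7-Control, while 42.7% of all genes were equal on it. A low error of the shared Q111-Control array would give the same pattern. The remaining Stmn3, Ppm1e, Fbxl16 and Gdap1l1 had ASOs/Ctrl folds from 2.28 to 2.70 and Q7/Q111 folds from 3.86 to 7.37. Kcnk3 was not assigned a value, because its rows carry more than 1 gene symbol in the annotation. Stmn2 and Syn1 had been measured by qRT-PCR in Fig. 3A, and the paper states that Nmnat2, Lrp11 and Rtn2 were also measured by qRT-PCR with additional samples. The genes other than Stmn2 and Syn1 were listed by the study from these arrays, so on the arrays alone their direction is not independent evidence. For 8 of the 16 genes the Q111-Control signal was below the median of all genes, and folds against such signals are lower bounds at best.

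**Figure D2:**
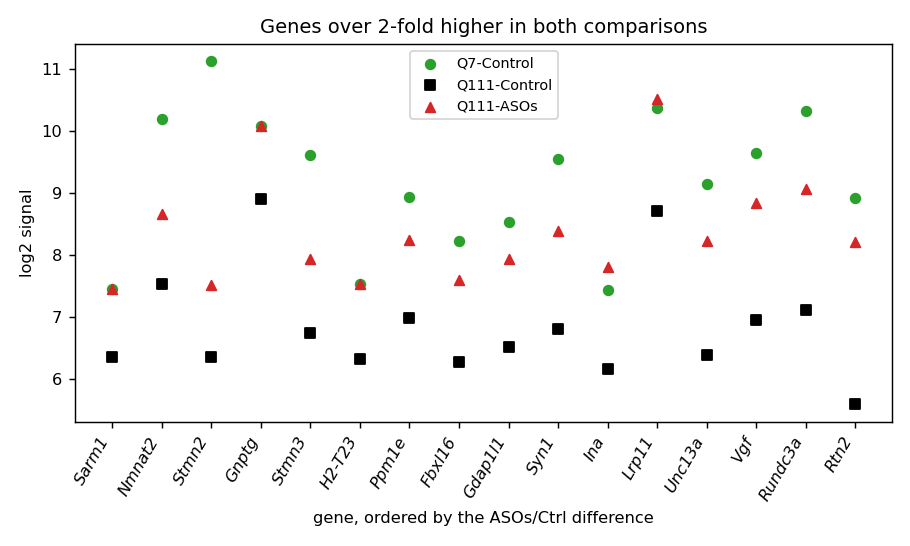
Log2 signal (y axis) of the 16 genes over 2-fold higher in both comparisons (x axis, ordered by the ASOs/Ctrl difference), with 1 array each for Q7-Control, Q111-Control and Q111-ASOs. Q111-Control is the lowest of the 3 arrays for each gene, and Stmn2 has the widest gap between Q7-Control and Q111-ASOs.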

**Table 2:** Genes with more than twofold change in transcription induced by both mHtt and ASOs

Symbol	Fold change		Gene function
	Q7/Q111	ASOs/Ctrl	
*Sarm1*	2.1	2.2	Negative regulator of MYD88‐/TRIF‐dependent Toll‐like receptor signalling pathway which plays a pivotal role in activating axonal degeneration following injury; Also involved in immune response.
*Nmnat2*	6.3	2.2	Catalyses an essential step in NAD (NADP) biosynthetic pathway
*Kcnk3*	4.0	2.2	An outwardly rectifying channel sensitive to changes in extracellular pH
*Stmn2*	27.3	2.2	A member of the stathmin family of phosphoproteins; Regulator of microtubule stability and neuronal growth.
*Gnptg*	2.3	2.3	Catalyses the first step in synthesis of a mannose 6‐phosphate lysosomal recognition marker; Necessary for targeting of lysosomal hydrolases to the lysosome.
*Stmn3*	7.4	2.3	A member of the stathmin protein family which form a complex with tubulins; Involved in microtubule formation and function.
*H2‐T23*	2.3	2.3	Involved in immune response
*Ppm1e*	3.9	2.4	Dephosphorylates and inactivates multiple substrates including serine/threonine‐protein kinase 1, AMPK and the multifunctional calcium/calmodulin‐dependent protein kinases
*Fbxl16*	3.9	2.5	Functions in protein ubiquitination
*Gdap1 l1*	4.1	2.7	Likely functions in neuron differentiation; Associated with neuroblastoma.
*Syn1*	6.7	3.0	Plays a role in regulation of axonogenesis, synaptogenesis and neurotransmitter release
*Ina*	*2.4*	*3.1*	Facilitates axonal neurite elongation in neuroblastoma cells; Involved in morphogenesis of neurons
*Lrp11*	3.2	3.5	Involved in multicellular organismal response to stress
*Unc13a*	6.8	3.6	Binds to phorbol esters and diacylglycerol; Plays a role in neurotransmitter release at synapses
*Vgf*	6.4	3.7	Plays a role in maintenance of organismal energy balance and hippocampal synaptic activity
*Rundc3a*	9.3	3.9	Regulator of guanylate cyclase activity
*Rtn2*	10.0	6.1	Plays a role in generation of tubular endoplasmic reticulum and intracellular vesicular transport

Q7/Q111—relative mRNA expression in STHdh^Q7/Q7^ over STHdh^Q111/Q111^ (both were treated with a control oligo). ASOs/Ctrl—relative mRNA expression in ASOs‐treated STHdh^Q111/Q111^ over control STHdh^Q111/Q111^.

### ASOs‐induced protein expression change of Rest target genes in STHdh^Q111/Q111^ cells

We also performed Western blotting and ELISA to evaluate ASOs‐induced regulation of Stmn2 and Bdnf protein expression, respectively. As shown in Figure 4A and B, compared with STHdh^Q7/Q7^, STHdh^Q111/Q111^ expressed significantly lower levels of Stmn2 and BDNF, of which Stmn2 protein expression was significantly increased by ASOs treatment (I_2_E_3_ + E_3_I_3_), while there is a tendency for the BDNF protein expression to be increased by the ASOs.

**Figure 4:**
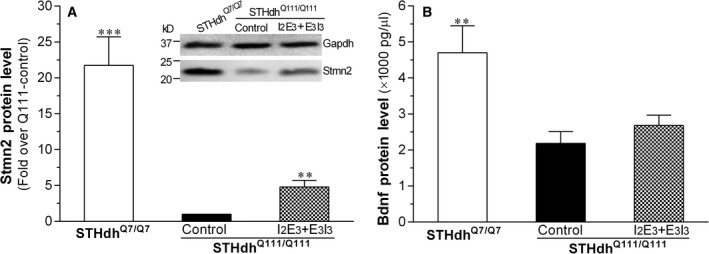
Comparison of Stmn2 (**A**) and Bdnf (**B**) protein expression between STHdh^Q7/Q7^ and STHdh^Q111/Q111^ cells with or without ASOs treatment. Western blotting and ELISA were performed to assay protein expression of Stmn2 and Bdnf, respectively. A representative Western blot for Stmn2 with Gapdh as a loading control was shown as an inset. Data are shown as Mean ± S.E.M. (*n* = 3). **P < 0.01, ***P < 0.001 compared with STHdh^Q111/Q111^ control by Student's *t‐*test.

## Discussion

As a major orchestrator of the cellular epigenome, REST governs the dynamic, context‐dependent expression of a huge gene network; however, it is poorly understood how REST function is environmentally tuned to moderate the dynamic, context‐dependent genome function. Emerging evidence indicates that *pre*‐mRNA splicing is environmentally regulated through epigenetic mechanisms 23, 24, suggesting a role of alternative splicing in environmentally tuned genome function fundamental to all aspects of cellular processes. In support of this notion, a shift from the full‐length REST to a truncated REST4, which is caused by inclusion of an extra exon (N_3c_) introducing a pre‐mature stop codon, contributes to neurogenesis—a process for neural stem/progenitor cells to differentiate into neurons 25. Recently, we demonstrated that *REST* undergoes extensive, context‐dependent alternative splicing, suggesting a major role of alternative splicing in environmental modulation of REST function; however, functionalities of most splicing events and mRNA variants are yet to be determined albeit somewhat predictable. Using specific ASOs and a cellular model of HD, our present study validates mechanism by which a common splicing (∆E_3_) modulates REST activity, as well as its potential as a therapeutic target for HD—a neurodegenerative disease associated with excessive nuclear REST.

ASOs are widely used for study of alternative splicing and may be utilized for gene therapy 26, 27, 28. Just as expected, the two ASOs targeting *Rest* E_3_ significantly induced ∆E_3_, reduced nuclear Rest and rescued neuronal gene expression in a cellular model of HD, while the ASOs‐induced transcriptional regulation was mimicked by siRNAs which considerably down‐regulate *Rest* mRNA expression, suggesting a causative link from ASOs‐induced ∆E_3_ to Rest activity. As ∆E_3_ does not occur naturally in rodents, our findings were unlikely confounded by endogenous ∆E_3_. So, as illustrated in Figure 5, this study provides evidence for ∆E_3_ as an endogenous modulator of REST activity as well as a potential therapeutic avenue for HD. As ∆E_3_ is modulated by pioglitazone 14—a highly selective PPARγ activator clinically used for type 2 diabetes but reportedly associated with increased risk of bladder cancer 29, it is possible that ∆E_3_ contributes, at least in part, to pharmacological actions of PPARγ and may thus have been inadvertently targeted for disease therapy. However, mechanisms involved in PPARγ regulation of gene expression are rather complex, and coinciding with the absence of natural ∆E_3_ in rodents, pioglitazone exerts no effect on ∆E_3_ in STHdh^Q111/Q111^ cells (data not shown), such that PPARγ ligands (*e.g*. pioglitazone) are not suitable for the study of ∆E_3_. As REST controls many cellular processes fundamental to normal physiology and disease aetiology, ∆E_3_ manipulation may have a broad range of clinical implications (*e.g*. cancer therapy and stem cell engineering). Notably, while the ASOs induced ∆E_3_ in both STHdh^Q7/Q7^ and STHdh^Q111/Q111^ cells, their effects on nuclear REST and gene transcription were only pronounced in STHdh^Q111/Q111^ but not in STHdh^Q7/Q7^ cells (data not shown), presumably due to a low level of basal nuclear Rest maintained by the normal nucleocytoplasmic shuttling in STHdh^Q7/Q7^ cells. Also, it should be pointed out that although both ∆E_3_ induction and RNAi down‐regulate Rest function, their effects are mediated by different mechanisms. While RNAi reduces globe expression of Rest isoforms including the full‐length Rest, ∆E_3_ induction does not affect total Rest expression but alters ratio of two types Rest isoforms discriminated by the capability of being transported into nucleus. Hence, a specific Rest isoform (*e.g*. the full‐length Rest) might be differentially influenced by the two approaches. For this reason, and considering the potential absence of correlation between expression levels of mRNA and protein 30, the effects of ∆E_3_ induction and RNAi on Rest target gene transcription may not be simply determined by the observed alteration in Rest expression. However, based on the ∆E_3_‐dependent effects of the ASOs on specific gene transcription (Fig. 3), a threshold along with a plateau likely exists for the transcriptional response to down‐regulation of Rest function. Presumably, once the plateau (*i.e*. maximum derepression) is achieved, further down‐regulation of Rest function will no longer increase transcriptional response, such may explain our observation of a similar transcriptional change yielded by ∆E_3_ induction and RNAi regardless of the differed downregulation of REST by the two approaches.

**Figure 5:**
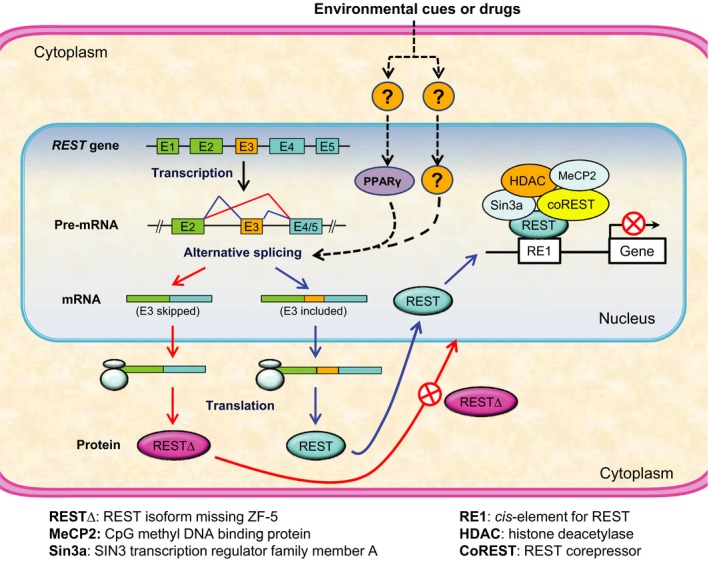
Illustration of ∆E_3_ as an endogenous, manipulable modulator of REST function. The splicing event ∆E_3_, which is common in human and non‐human primates, results in REST∆ protein isoform(s) missing ZF‐5 critical for nuclear targeting and therefore modulates nuclear REST levels and genome function. Note that (1) ∆E_3_ is modulated by PPARγ in a cell‐dependent manner, presumably through a *cis*‐element in E3; and (2) inclusion of E_5_ as the last exon, which is mutually exclusive to E_4_, was only observed in human but not rodents and non‐human primates 14.

Although reduced BDNF expression has been documented in HD 31, it was reported that BDNF levels in human blood are not informative nor reliable as HD biomarkers 32. In accordance, we found that transcription of *Stmn2* and *Syn1,* but not *Bdnf*, was quite vulnerable to altered REST activity (*i.e*. up‐regulation by mHtt and downregulation by ASOs/siRNA), suggesting that *Stmn2* and *Syn1* may have advantage over *Bdnf* as potential HD biomarkers. Syn1 controls synapse function which is dysregulated in HD 33, 34, with abnormal phosphorylation of Syn1 being implicated in neurotransmission impairment in R6/2 HD mice 35. By identifying a REST‐controlled Syn1‐S isoform predictive of loss‐of‐function, this study provides a new mechanism underlying synapse dysfunction in HD. As alternative splicing is epigenetically regulated while REST orchestrates cellular epigenome, it is not surprising that pre‐mRNA splicing of *Syn1* (and probably other genes) is modulated by REST. Stmn2 functions in microtubule stability and neuronal growth, and given that decreased Stmn2 expression has been implicated in injury‐induced axonal degeneration 36, Down's syndrome 37, and AD 38, the striking repression of *Stmn2* in HD cells suggests a common Stmn2 dysfunction in a certain number of neurodegenerative diseases.

Besides *Bdnf*,* Stmn2* and *Syn1*, transcriptional profiling revealed ASOs‐induced derepression of other genes in STHdh^Q111/Q111^ cells. 

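Outside the genes of Table 2, 7 genes were over 2-fold higher in Q111-ASOs than in Q111-Control and were not over 2-fold higher in Q7-Control. Smpd3, which encodes a neutral sphingomyelinase, was 5.30-fold higher with ASOs, the glycosyltransferase gene Galnt9 4.96-fold, Maneal 3.30-fold and the carbonic anhydrase gene Car3 2.96-fold. Mmp24, a membrane-type metalloproteinase gene, was 2.32-fold higher, the cytokine gene Tnfsf11 2.15-fold and the channel gene Hcn2 2.01-fold. Galnt9, Car3 and Tnfsf11 had lower signals in Q7-Control than in Q111-Control, with log2 differences of -1.27, -2.28 and -0.64. The others were higher in Q7-Control, Mmp24 by 1.885-fold, Hcn2 by 1.52-fold, Smpd3 by 1.33-fold and Maneal by 1.31-fold. Mmp24 and Tnfsf11 fall outside the rule for named genes and were named after their values were seen. Bdnf had a log2 signal of 6.98 on each of the 3 arrays, whereas the paper reports it as higher in STHdhQ7/Q7 and with ASOs by qRT-PCR in Fig. 3A. Such equal values on all 3 arrays were found for 35.5% of genes and may hide small differences. The qRT-PCR value of Bdnf with ASOs is about 2.5 (SEM about 1.1). Median polish, a summarization over probes and arrays, is a candidate source of equal values. When it was simulated with assumed noise, a true 2-fold difference was read as equal in 0.00% of sets. Under those settings, equal values would not hide a difference of 2.5-fold. Among genes at or above the median signal, with predicted genes, small RNAs and receptor families left out, the lowest ASOs/Ctrl differences were those of the nuclear RNA gene Neat1, at a log2 difference of -0.90, and the RNA helicase gene Ddx5, at -0.63.
Among 36 measured genes of synaptic vesicles and release, 2 were over 2-fold higher with ASOs and 34 lay within 2-fold. The 2 were Unc13a and Syn1, and the presynaptic scaffold gene Bsn was 1.72-fold higher. Among 28 stathmin, neurofilament and neuronal microtubule genes, 3 were over 2-fold higher (Ina, Stmn3 and Stmn2), and the neuronal tubulin gene Tubb3 was 1.93-fold higher. Genes of Table 2 are members of both lists. The median of each list was 0.00, with 15 of the 36 and 9 of the 28 genes exactly equal on the 2 arrays. A shift of all the other genes in 1 direction would have moved these medians. Without genes equal on all 3 arrays both medians were still 0.00. The mean log2 difference with ASOs was 0.11 for the synaptic list and 0.17 for the stathmin list, with the genes of Table 2 included. For Q7/Q111 the medians of the 2 lists were 0.07 and 0.39, both above 100% of random lists matched on signal. Over 2-fold higher in Q7-Control were 4 and 8 of their genes, and 0 and 1 were lower, again with genes of Table 2 included.

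**Figure D3:**
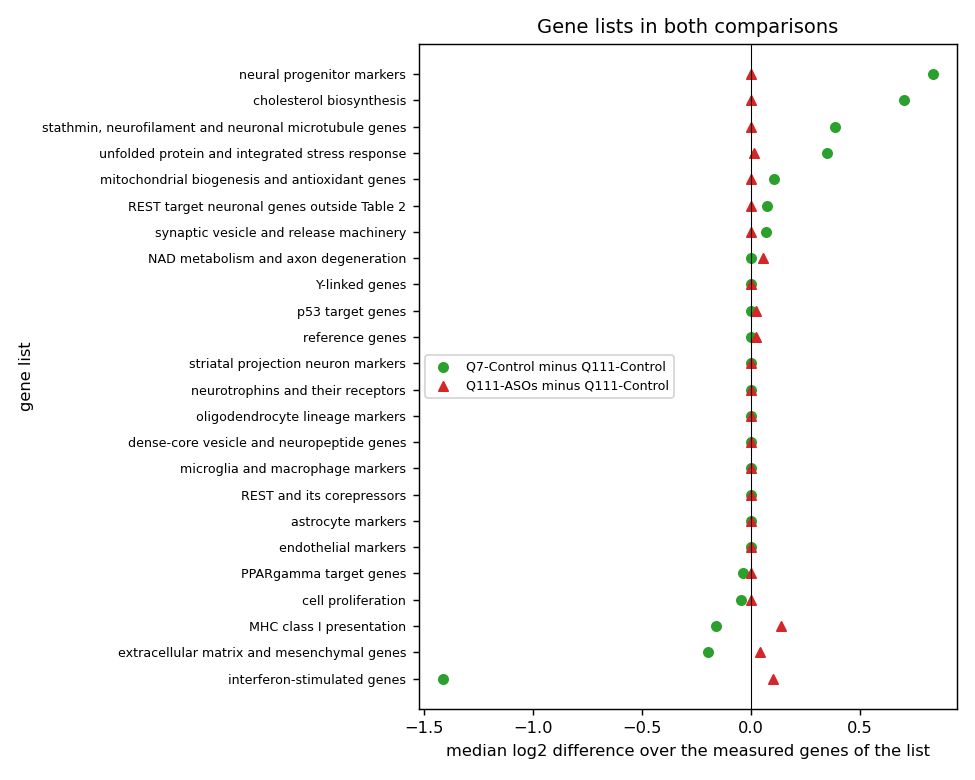
Median log2 difference (x axis) over the measured genes of 24 lists (y axis), the list of Table 2 genes left out, for Q7-Control minus Q111-Control (circles) and Q111-ASOs minus Q111-Control (triangles), 1 array per condition. Medians of these lists with ASOs lie between 0.00 and 0.14, and those between the cell lines between -1.41 and 0.84.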

Despite the limited sample size, reliability of the transcriptional data was supported by several lines of evidence: (1) It is in good consistence with qRT‐PCR data for the tested genes; (2) bioinformatics indicates that almost all the transcriptionally regulated genes harbour at least one RE‐1 element; and (3) majority of the transcriptionally regulated genes are reportedly modulated by REST 39, 40, 41 and have been implicated in neurodegenerative diseases. For example, *Sarm1* and *Nmnat2* contribute to axonal degeneration—a critical, early event in neurodegenerative diseases 42, 43, while *Unc13a, Vgf, Rtn2, Lrp11* and *Rundc3a* have been implicated in amyotrophic lateral sclerosis 44, frontotemporal dementia 45, hereditary spastic paraplegias 46, and Parkinson's disease and AD 47, 48, 49. Thus, dysfunction of numerous specific genes is shared by neurodegenerative diseases, which may be explained by common pathogenic processes (*e.g*. axonal degeneration, endoplasmic reticulum stress and apoptosis) in such diseases. It should be pointed out that while only three samples were transcriptionally profiled, just a single dose and treatment duration of ASOs was examined in this study, making it possible that transcriptional regulation of some REST target genes cannot be observed in this study. Nevertheless, we demonstrate that repression of specific neuronal genes in STHdh^Q111/Q111^, which is presumably caused by mHtt‐induced excessive nuclear REST, can be rescued by ASOs‐induced ∆E_3_ which reduces nuclear REST.

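Of 62 neuronal genes listed as REST targets outside Table 2, 56 had a row of their own. With ASOs, 1 of the 56, Hcn2, was over 2-fold higher. Of all 22180 genes 23 were, but 16 of the 23 are genes of Table 2, which this list leaves out. Table 2 was chosen for rises over 2-fold with ASOs on these arrays. The list's values with ASOs are therefore limited by that choice and do not show how REST targets as a whole responded. None was over 2-fold lower and 55 lay within 2-fold. Disp2 (1.96-fold), Tubb3 (1.93-fold) and the cell adhesion gene L1cam (1.79-fold) came next for ASOs/Ctrl. The mean log2 difference of the list with ASOs was 0.12. Its median was 0.00, where 26 of the 56 genes had exactly the same value in Q111-ASOs and Q111-Control, and 0.13 with signals at or above the median. Between the cell lines, 7 of the 56 were over 2-fold higher in Q7-Control and 2 were over 2-fold lower, against 562 and 451 of all 22180 genes. The list's mean log2 difference for Q7/Q111 was 0.35. Its median of 0.07 lay above 100% of random lists matched on signal, whose medians are held at 0.00 by equal values. The secretory granule gene Ptprn was 6.35-fold higher in Q7-Control and 1.52-fold higher with ASOs, Olfm1 5.26-fold and 1.66-fold, and the calcium channel gene Cacna1a 4.72-fold and 0.935-fold. Among 17 measured genes for REST and its corepressors, 0 differed over 2-fold in either comparison.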

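For the 562 genes over 2-fold higher in Q7-Control, 341 had a higher signal in Q111-ASOs than in Q111-Control, 172 a lower and 49 the same. The median share of the Q7/Q111 difference closed by the ASOs was 3.80%, and 26 genes closed over 50.0%. Simulated arrays that kept the Q7/Q111 differences and had no ASOs effect gave at most 17 such genes. Their median share of 0.00% was fixed by the random signs of the noise, so it is no test of the 3.80%. Over all genes, 6154 had a higher signal with ASOs and 5061 a lower, and with signals at or above the median 4548 and 2618. The progenitor genes Sox2 and Nes closed 7.60% and 4.80% of their difference, Rundc3a 60.6% and Stmn2 24.1%. For the 451 genes over 2-fold lower in Q7-Control, 309 also had a higher signal in Q111-ASOs and 113 a lower. Q111-Control was over 2-fold below both other arrays for 16 genes and over 2-fold above both for 1, while Q7-Control was below both for 430 and above both for 471. Across genes the Pearson correlation of the comparisons was 0.10. Simulated arrays gave 0.13 on average and 0.15 at most when the Q7/Q111 differences were kept and the ASOs had no effect. When all arrays were unchanged they gave 0.50, a value fixed by the shared array and equal noise, so it is no test of the 0.10. The covariance was 0.0066, and 0.0084 in simulation. The simulated noise was drawn from the ASOs/Ctrl differences, so any ASOs effect in them raises the simulated covariance. It also raises the simulated correlation where the Q7/Q111 differences were kept. Genes are not independent replicates.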

While increased nuclear REST and its neurotoxicity in HD were well documented 8, 9, 10 and supported by this study, Lu *et al*. 7 recently reported reduced nuclear REST in AD and neuroprotection of REST in ageing brain. This discrepancy may reflect the complexity of REST function under distinct pathophysiological conditions; however, considering the extensive alternative *REST* splicing, variable assays of REST might be attributable. Of the 45 *REST* mRNA variants we previously identified, many are predictive of truncated protein products, of which REST4 is predicted by multiple mRNA variants 14, just like the case in rat 50. Notably, it is recently reported that (1) for E_2_‐lacking variants (*e.g*. E_1a_/E_3_/E_4_), an in‐frame AUG in E_3_ may initiate translation of a C‐terminal REST^C^ isoform (XP_005265817) 51; and (2) previously annotated noncoding RNAs with short ORF can encode small peptides 52, 53, such might be the case for numerous REST variants (*e.g*. JX896962, JX896965 and JX896967). Hence, REST protein isoforms might be much more complex than we expected; however, not all the predicted REST protein isoforms have been experimentally verified, and due to post‐translational modifications, they may not be observed as the predicted size by Western, making it challenging to determine whether an unexpected immunoreactive band is non‐specific or a REST isoform. Due to the extensive alternative *REST* splicing, it can be inferred that assay of REST by different primers/probes and antibodies may target different REST isoforms and therefore yield variable results. In support of this notion, the two anti‐REST antibodies used in this study yielded distinct immunostaining profiles (Fig. 2 and Fig. S1) and different immunoreactive bands in accordance with the manufacturer's instruction (data not shown). In the study of Lu *et al*. 7, only the full‐length REST was actually considered; however, qRT‐PCR with four primer sets targeting different exons of *REST* yielded different expression levels, providing evidence for the existence of alternative *REST* splicing 54. Notably, Lu *et al*. performed immunostaining with multiple anti‐REST antibodies without considering differences between the antibodies and disclosing detailed usage of the antibodies, making it possible that nuclear REST differences between the experimental groups might be confounded by biased usage of the antibodies for samples of different groups 54.

In summary, using specific ASO_S_ which induces a common alternative splicing (∆E_3_), we demonstrate that ∆E_3_ modulates nuclear REST and its gene regulation function in a cellular module of HD, and it thus represents a potential therapeutic target for HD. Our findings, which may extend to *in vivo* due to the ASOs‐induced ∆E_3_ in mouse primary neurons, highlight the role of alternative splicing in modulation of REST function and provide new insights into environmental regulation of genome function as well as the pathogenesis of HD.

## Conflict of interest

All of the authors do not have any financial disclosures to report.

## Supporting information

**Fig. S1** The effect of ASOs on ΔE_3_ in additional cells (A) and nuclear REST in RN46A cells (B).

**Fig. S2** Expanded view of immunofluorescence analysis of STHdh^Q7/Q7^ and STHdh^Q11/Q11^ cells with/‐out ASOs treatment.

How the deposited data were processed for this re-analysis (not part of the article)

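RNA from 3 cultures of STHdh cells (Q7-Control, Q111-Control and Q111-ASOs) was measured on 1 Affymetrix Mouse Gene array each. The deposited values are log2 signals per transcript cluster that the authors made with Partek software, as named in the methods and in the submitters' processing notes. The version, background correction, normalization and summarization are not given in the sources used here. The lowest log2 signal was 2.12 and the highest 14.10. The scale was taken from the values, since differences between arrays raised to a power of 2 give the folds of Table 2 (30 of 32 values after rounding to 1 decimal). The arrays carry no replicates, so the number of arrays limits the precision and no p-value or SD between samples was calculated.

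Rows were named through the annotation of the array's probes, with symbols updated by gene ID through a RefSeq table of the mouse assembly GRCm38.p6 (23328 of 23521 rows with 1 symbol matched). Rows with several symbols (1814) or no listed gene (16010) were left unnamed. For the 1082 genes with more than 1 row, the row with the highest mean signal over the 3 arrays was kept. No coordinates are given, because the build of the array annotation is not given in the sources used here.

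Differences were Q7-Control minus Q111-Control and Q111-ASOs minus Q111-Control, on the log2 scale. Genes were counted over 2-fold, and shares of the Q7/Q111 difference closed by the ASOs were calculated for genes over 2-fold higher in Q7-Control. Gene lists were fixed before the data were examined and described by the percentile of their median among 10000 random lists of the same size, matched on mean signal in 20 bins. Because both comparisons use the Q111-Control array, 200 sets of 3 unchanged arrays were simulated, with noise drawn by signal level from the differences of Q111-ASOs and Q111-Control. Those differences hold any ASOs effect too. The control could not be split, since it is 1 array. The calculation was tested on simulated ASOs/Ctrl data over 22180 genes, where 100% of 50 genes planted at each of 2.5-fold, 4-fold and 8-fold and 0% of 50 genes planted at 1.5-fold were counted over 2-fold.

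Genes are named by rules set before the data were examined. They are the genes the paper names, the 12 highest and 12 lowest of each comparison with a mean signal at or above the median (predicted genes, small RNAs and receptor families left out), and up to 4 genes of each list with the largest differences. The values of Table 2 had been seen. Alternatives were arrays centred on their medians, quantile normalization, a minimum signal at the median of all genes, the mean of all rows of a gene, values relative to Gapdh, 1.5-fold and 3-fold criteria and all rows of the value table. Further alternatives, without genes whose 3 values are equal and without the list of Table 2 genes, were chosen after seeing the data. Matches to the RE-1 element and target sites of the ASOs were not analysed here. Values were calculated with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 and drawn with matplotlib 3.10.9.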

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

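The tests of the direction of ASOs/Ctrl differences, of macrophage markers and of what a single culture or cell line leaves open were chosen after the results were seen, and that of the shared control was set before.

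In genes the paper does not discuss, 7 genes were over 2-fold higher with ASOs without being over 2-fold higher in Q7-Control, Smpd3 and Galnt9 first among them. With ASOs, 23 of all genes were over 2-fold higher and 6 lower. Of these, 79.3% were higher, against 82.8% at most in 10000 sets of random signs. With signals at or above the median they were 23 and 0 (100%, against 87.0% at most). Between 1.5-fold and 2-fold at such signals, 43 genes were higher and 10 lower (81.1%, against 77.4% at most). Rows with no listed gene at such signals went the other way, 75 higher and 231 lower between 1.5-fold and 2-fold (20 and 27 over 2-fold), so signs were not independent across rows and random signs do not give the spread of noise. For the 16 genes also higher in Q7-Control, random noise of the shared Q111-Control array gave at most 13 genes in simulation. That noise was drawn from the ASOs/Ctrl differences and holds any ASOs effect, and noise in 1 direction is not covered. The paper's qRT-PCR of Stmn2 and Syn1 in Fig. 3A (n = 3) was also higher with ASOs, and the paper reports the same for Nmnat2, Lrp11 and Rtn2 by qRT-PCR with additional samples. For the other genes, an effect of the ASOs, random noise and a difference between single cultures or arrays in 1 direction cannot be told apart with 1 array per group.

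Interferon-stimulated genes, which the paper does not discuss, were higher in Q111-Control. Of 28 measured genes, 19 were over 2-fold higher in Q111-Control and 1 in Q7-Control, with a median log2 difference of -1.41 for Q7-Control minus Q111-Control. Ifit1, the chemokine gene Ccl5 (28.8-fold), Oasl2 (13.5-fold) and the chemokine gene Cxcl10 (12.7-fold) led the list. Macrophages or microglia in the Q111 culture would raise their own markers, and 0 of 14 such markers were over 2-fold higher in Q111-Control. The marker with the largest difference, Tmem119, had log2 signals of 8.14 in Q7-Control and 7.67 in Q111-Control. Mutant Htt and any other difference between the cell lines cannot be told apart, with 1 cell line per genotype.

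Another signal outside the genes the paper discusses was in neural progenitor markers, of which 8 of 17 were over 2-fold higher in Q7-Control and none was over 2-fold lower. Pax6 was 3.07-fold and Hes1 3.00-fold higher in Q7-Control.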

How the results depend on the processing

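Without replicates, a log2 value was taken as stable when it moved by less than 0.13, the SD of the ASOs/Ctrl differences over genes, and a count when it stayed within 1.5 times. Matches to the RE-1 element and target sites of the ASOs, planned before the data were examined, were not run, as no genome was used here. A log2 conversion with another offset did not apply. No paired analysis was possible because each condition has 1 array. The alternatives without genes whose 3 values are equal and without the list of Table 2 genes were chosen after seeing the data. Centring the arrays and quantile normalization left every count of genes within 1.5 times, and with the mean of all rows of a gene 15 genes were over 2-fold higher in both comparisons. Folds of Table 2 genes, Bdnf and Rest have 144 alternative values. Of these, 36 relative to Gapdh (equal on all 3 arrays) and 36 from centring (a common shift below the limit) could not move. Of the 72 others 70 stayed and 2, both for Lrp11, moved, but the mean of all rows cannot move genes with 1 row. The correlation lay between 0.10 and 0.13 and the closed share between 3.80% and 5.24%.

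With a 1.5-fold criterion, 1153 genes were higher and 861 lower in Q7-Control, 101 higher and 34 lower with ASOs, 48 higher and 9 lower in both. With a 3-fold criterion, these counts were 254, 233, 10, 0, 6 and 0. The changed criterion accounts for these counts. Over all rows of the value table, 728 were higher and 1170 lower in Q7-Control, 182 higher and 160 lower with ASOs, 48 higher and 60 lower in both. Of these, rows with no listed gene gave 136 and 651 in Q7-Control, and 156 and 154 with ASOs. Why such rows were more often lower in Q7-Control was not tested. With signals at or above the median, 0 genes were lower with ASOs and 0 were lower in both, since the filter removes all 6 genes that were lower with ASOs. In Q7/Q111, 12 of 25 lists lay outside the central 95% of random lists, and with ASOs 5, against 8 of 23 with signals at or above the median and 10 of 25 with the mean of each list. The cause was not tested. Each of these counts holds the list of Table 2 genes, whose place was fixed by how the study chose it, and without that list they were 11 of 24, 4 of 24, 7 of 22 and 9 of 24. The median of PPARgamma target genes for Q7/Q111 was -0.04 and changed sign to 0.023 after centring and 0.0070 after quantile normalization. Centring adds 0.06 to every Q7/Q111 difference, which accounts for the first. The median was -0.76 with signals at or above the median and -0.38 without genes whose 3 values are equal. The mean of the list was -0.48, with 5 of 16 genes over 2-fold lower and 2 higher. The cause of these larger values was not tested. Of 294 alternative shifts of single lists, 257 stayed within the limit, 35 moved and these 2 changed sign, the first by centring alone. Low signals limit precision too, and all 6 genes over 2-fold lower with ASOs were below the median signal.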

Differences from the paper's values

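For Bdnf with ASOs, the paper's qRT-PCR value is about 2.5 (SEM about 1.1) in Fig. 3A, read by eye, whereas the array gave 1.00-fold. The paper's value is from 3 independent measurements by qRT-PCR and the array's from 1 sample. Of the alternatives set before the data were examined, none brought the values together (1.02 with arrays centred on their medians, 1.03 with quantile normalization, 1.00 with the mean of all rows and relative to Gapdh). Most could not have done so, since Bdnf has 1 row, Gapdh was equal on all 3 arrays and centring shifts all genes alike. The paper also describes Bdnf as higher in STHdhQ7/Q7 than in STHdhQ111/Q111 in Fig. 3A, and the array values were equal. For Stmn2 and Syn1 the array folds were higher in Q7-Control and with ASOs, as in Fig. 3A.

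The paper counts 15 genes over 2-fold in both comparisons besides Stmn2 and Syn1, and 14 were counted here. Kcnk3 is the gene of its list without a count, since its rows carry more than 1 gene symbol. Among rows with several symbols, 1 was over 2-fold higher in both comparisons, and it was not named here. Over all rows of the value table 46 rows besides Stmn2 and Syn1 passed, a count that includes 31 rows with no listed gene. For Gnptg the paper's folds are 2.3 and those found here were 2.25.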

Other observations

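The tests of median polish were chosen after the result was seen, and that of rounding was set before.

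Cholesterol biosynthesis genes were higher in Q7-Control, with a median log2 difference of 0.70 over 19 genes, above 100% of random lists, and 2 over 2-fold (Msmo1, 2.13-fold, and Insig1, 2.12-fold). Genes of the unfolded protein and integrated stress response had a median of 0.35 over 28 genes, with 7 over 2-fold higher in Q7-Control, such as Ero1a (4.14-fold) and Vldlr (4.02-fold), and 1 lower. Of 34 extracellular matrix and mesenchymal genes, 9 were over 2-fold higher in Q111-Control, among them Col1a2 (13.9-fold) and Bgn (8.57-fold), and 4 in Q7-Control, led by Acta2 with a log2 difference of 3.82. The percentile of its median of -0.20 was 0.00. For ASOs/Ctrl its median was 0.04, at percentile 99.96. MHC class I genes had a median of -0.16 for Q7/Q111 and 0.14 for ASOs/Ctrl, the latter above 100% of random lists, of which H2-T23 was over 2-fold higher with ASOs. Interferon-stimulated genes had a median of 0.10 for ASOs/Ctrl, also above 100% of random lists, and 28 of 28 lay within 2-fold. Random lists were matched on signal alone, and 49.4% of genes were equal on this pair, which holds their medians near 0. The 451 genes over 2-fold lower in Q7-Control had an ASOs/Ctrl median of 0.08, and the 562 higher had 0.06. For the interferon and matrix lists, the percentiles therefore do not separate them from other genes that differ between the cell lines. Htt itself was 1.74-fold higher in Q7-Control and Pparg 2.20-fold higher in Q111-Control.

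Medians for Q7/Q111 were 0.11 for mitochondrial biogenesis and antioxidant genes and -0.04 for cell proliferation. Markers of astrocytes, oligodendrocytes, endothelial cells, microglia and striatal projection neurons, neurotrophins, dense-core vesicle genes and REST with its corepressors had medians of 0.00 in both comparisons, where equal values (9 of 10 endothelial genes for Q7/Q111) can hold a median at 0. For Q7/Q111, the mean of the list was 0.24 for dense-core vesicle genes, 0.22 for neurotrophins and 0.34 for endothelial markers. With signals at or above the median, the Q7/Q111 median was 0.35 for dense-core vesicle genes, -0.30 for astrocyte, -0.21 for striatal and 0.13 for oligodendrocyte markers, and the last had 0.17 with ASOs. With ASOs, the list of NAD metabolism and axon degeneration had a median of 0.06, at percentile 99.3, and 0.00 with signals at or above the median. Its 2 genes over 2-fold higher, Nmnat2 and Sarm1, are genes of Table 2. The p53 target genes had 0.03, at percentile 96.2. Reference genes had 0.02.

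The same value on all 3 arrays was found for 35.5% of genes (7881), Bdnf and Gapdh included. The share was 53.1% in the 4436 genes with the lowest signals and 15.3% in the 4436 with the highest. Rounding of the deposited values would make 0.0079% of genes equal on Q111-ASOs and Q111-Control, against 49.4% observed. A candidate explanation is median polish, a summarization that takes medians over probes and arrays. In simulation with a probe SD of 0.20 it gave 3 equal values in 42.0% of unchanged sets of 16 probes and 78.1% of 25 probes. Means gave 0.00%. Number of probes and noise were assumed, and the paper does not name its summarization. With 22 probes, a true 1.19-fold difference was still read as equal in 39.9% of simulated sets at a probe SD of 0.50, and in 0.9% at 0.20. A true 2-fold difference was read as equal in 0.00% at either SD. Equal values may therefore hide small differences, depending on the noise assumed.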
